A study of Homo sapiens with 12 samples. Its data were reported in "XPO7 is a tumor suppressor regulating p21CIP1-dependent senescence" (2021).

How the data were processed

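Total RNA of IMR90 cells, which are human fetal lung fibroblasts, was hybridised to 12 Affymetrix whole-transcript arrays in 4 groups of 3. The first pair of groups carried a doxycycline-inducible empty vector or an inducible TRF2dBdM construct, a dominant negative form of the telomere-binding protein TRF2. Both were at passage 12 and were collected 7 days after addition of 1 µg/ml doxycycline. The second pair was young cells at passage 10 and old cells at passage 24. Samples were grouped by their labels. The labels did not say whether replicates came from separate cultures, so p-values measured only the spread between these samples, which may be technical.

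The authors deposited one table of log2 expression values, with 53617 probe sets for each of the 12 arrays, all of which were used. The submitters' processing notes name R 2.13.0, RMA (background correction, quantile normalisation and summary of probes into probe sets) and limma. The genome build and the probe annotation used by the authors were not given in the sources used here, and no genome coordinates are printed. RMA gives every array nearly the same distribution: the median log2 value per array lay between 6.72 and 6.8. It therefore removes a change shared by all transcripts, and small differences between bright or dim probe sets are compressed. The table held no detection calls, so no gene was called absent. The number of arrays, 3 per group, limits the precision.

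Probe sets were named through the platform annotation table, with symbols looked up by Entrez ID in a RefSeq gene table. In total 16098 probe sets had 1 gene symbol, 0 had several and 37519 had none. All 16098 were found in the RefSeq table and 0 symbols changed. An unnamed probe set is unnamed here and not without a gene, so genes lacking a named probe set, among them 2 of the 8 genes fixed by name, were not analysed here. For each gene the probe set with the highest mean over all 12 arrays was tested, which left 14884 genes. Of these, 779 had several probe sets, and 0 had probe sets called in opposite directions in either comparison.

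A linear model with one mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, 8 residual and 3.84 prior degrees of freedom). Adjusted p-values used the Benjamini-Hochberg method over the 14884 genes, with a threshold of 0.05, and counts were also taken at an absolute log2 change of at least 1. The contrasts were TRF2dBdM versus vector, old versus young, the difference of these effects, and vector versus young. The 2 main comparisons shared no arrays. They did share the residual spread of the one fit, so a gene with a small spread is more easily called in both. The overlap of calls was set against that of independent lists, which does not allow for this. An exact permutation test of 3 arrays against 3 cannot go below p = 0.1.

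In total 25 gene lists were fixed before the data were examined, as were the tests of the comparisons, the rule for named genes and the alternatives, apart from 3 alternatives. These 3, and the tests of technical explanations that were chosen after the results had been seen, are named in the closing section. Of the lists, 24 had at least 3 measured genes and were tested with camera at its preset correlation of 0.01, adjusted over the lists of a comparison. The list of replication-dependent histones had 0 of 44 genes with a named probe set and was not analysed here. Named genes were those of the 8 genes fixed by name that were measured, the 8 largest changes in each direction with adjusted p below 0.05 and non-overlapping group ranges, up to 3 called members of each list with the largest change, and the 6 largest differences of effects in each direction.

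The scripts were tested on simulated data made from the real group means and residual spread. Over 14884 genes of the simulated comparison of TRF2dBdM with vector, 26% of genes changed by 0.25 log2 were called, 88% at 0.5, 94% at 1 and 100% at 2. For old versus young these shares were 28%, 80%, 98% and 100%. Among called genes 4.94% and 6.13% were false. In the data, 30.1% of the variance within groups lay on a shared axis along which arrays differ. The simulation had no such axis and few changed genes, so these shares may not hold for the data.

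The alternatives were a replicate block, only the 6 arrays of a comparison, a second quantile normalisation, median centring, cyclic loess, filters at the 25th and 50th percentile of mean level, the mean of all probe sets of a gene, every probe set in the table, an intensity trend with robust estimation, array weights, an adjusted p threshold of 0.01, and leaving out each array. For lists, camera with an estimated correlation, fry and fgsea 1.28.0 were also run.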

Results

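Gene expression was measured on 12 arrays of IMR90 fibroblasts, 3 each of vector, TRF2dBdM, young and old cells. Values are log2 probe set levels, given as mean ± SD with n = 3. Arrays of one group correlated at 0.991 to 0.995 over all probe sets, and arrays of different groups at 0.982 to 0.993. The first principal component of the 14884 genes held 41.9% of the variance and parted the TRF2dBdM arrays from the old and young arrays. The second held 28.6% and ran from young through vector and TRF2dBdM to old arrays.

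The first comparison asked how cells changed when dominant negative TRF2 disrupted telomere protection. TERF2, the gene that encodes TRF2, was read at 10.67 ± 0.01 in vector cells and 13.19 ± 0.02 in TRF2dBdM cells (n = 3 each), 5.74-fold higher (limma adjusted p = 8.38e-12). The probe set does not separate the introduced message from that of the cell. By camera, the lists of mitosis genes, DNA replication genes, chromatin proteins of cycling cells and interferon-stimulated genes shifted down and that of p53 targets shifted up, with 30 of 31, 16 of 24, 9 of 15 and 10 of 23 members lower and 12 of 23 higher. With an estimated correlation the call of mitosis genes held (adjusted p = 0.0427) and the other calls were lost (adjusted p from 0.174 to 0.18). Across the array 1788 genes were higher and 1543 lower in TRF2dBdM cells, of which 59 and 57 changed by at least 1 log2. With each array centred on its median the split was 2360 higher and 1226 lower.

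Mitosis genes act in G2 and M phase. Of 31 measured members of 40 listed, 30 fell and 1 did not pass the test (30 adjusted over the list alone), with a median log2 change of -0.50 (camera adjusted p = 2.41e-21). NUSAP1, a spindle protein, fell by 0.90 ± 0.08 (SE) on the log2 scale, PBK, a mitotic kinase, fell by 0.90 ± 0.09, and CDK1, the kinase that drives entry into mitosis, fell by 0.87 ± 0.06. DNA replication genes fell in 16 of 24 measured members of 38 (16 adjusted over the list alone), and 8 did not pass the test (camera adjusted p = 2.84e-07, and adjusted p = 0.174 with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, fell by 0.74 ± 0.06, and GINS4 and MCM10, parts of the replication machinery, fell by 0.53 ± 0.07 and 0.51 ± 0.09. Of 15 chromatin proteins of cycling cells measured of 16 listed, 9 fell and 6 did not pass the test (10 adjusted over the list alone; camera adjusted p = 6.77e-06, and adjusted p = 0.18 with an estimated correlation). LMNB1, the lamin whose loss marks senescent cells, was 8.04 ± 0.05 in vector and 7.34 ± 0.03 in TRF2dBdM cells (adjusted p = 4.02e-05). TMPO, another protein of the nuclear envelope, fell by 0.66 ± 0.07.

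Targets of p53 rose in 12 of 23 measured members of 38, while 2 fell and 9 did not pass the test (15 and 3 adjusted over the list alone). Their median change was 0.21 (camera adjusted p = 4.07e-05, and adjusted p = 0.18 with an estimated correlation). GDF15, a secreted stress cytokine, rose by 0.77 ± 0.06 and RRM2B, the p53-inducible subunit of ribonucleotide reductase, by 0.66 ± 0.07, whereas PLK2 fell by 0.66 ± 0.06. Interferon-stimulated genes fell in 10 of 23 measured members of 33, 0 rose and 13 did not pass the test (11 lower adjusted over the list alone; median -0.27, camera adjusted p = 1.72e-05, and adjusted p = 0.174 with an estimated correlation). CXCL10, a chemokine, went from 8.35 ± 0.16 to 6.33 ± 0.24, IFITM1 fell by 1.23 ± 0.05 and CXCL11 fell by 1.03 ± 0.12.

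The inflammatory part of the senescence-associated secretory phenotype (SASP), the cytokines and chemokines that senescent cells often secrete, did not rise as a list. Of 19 measured members of 28, 1 rose, 6 fell and 12 did not pass the test (1 and 7 adjusted over the list alone; camera Down, adjusted p = 0.0269, and adjusted p = 0.174 with an estimated correlation). CXCL8, a neutrophil chemokine, fell by 1.37 ± 0.13, and CCL26, an eosinophil chemokine, rose by 0.76 ± 0.08. This call ended without vector replicate 1 (adjusted p = 0.0819) or TRF2dBdM replicate 3 (adjusted p = 0.0638), and under 5 of the 16 other alternatives (adjusted p from 2.89e-04 to 0.217 over all of them). The inflammatory list averaged 7.97 ± 0.03 in vector, 7.75 ± 0.03 in TRF2dBdM and 7.82 ± 0.05 in young cells. It lay higher in vector than in young cells without passing camera (adjusted p = 0.0794), and passed with fry (0.001) and fgsea (0.0331). A raised level in the vector cells therefore stays open as a part of the fall. SASP proteases and growth factors were split, with 7 higher and 7 lower of 24 measured (camera adjusted p = 0.64). HGF fell by 1.23 ± 0.06 and IGFBP6 fell by 1.03 ± 0.07.

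The 3 E proteins measured of the 7 genes of that list fell (3 adjusted over the list alone), among them TCF3, from 10.49 ± 0.05 to 10.16 ± 0.06 (limma adjusted p = 7.71e-04), and TCF12, which fell by 0.28 ± 0.06 (camera adjusted p = 0.017 for the list, and adjusted p = 0.29 with an estimated correlation). Fibroblast identity genes fell in 4 of 12 measured members of 15, and 1 rose (4 and 1 adjusted over the list alone; camera adjusted p = 0.0269, and adjusted p = 0.372 with an estimated correlation). PDPN fell by 0.44 ± 0.06 and FOXF1, a transcription factor of lung mesenchyme, fell by 0.39 ± 0.05. TCF4, the third of the E proteins measured, was lower by -0.24 ± 0.06 (limma adjusted p = 0.0138). That call ended without vector replicate 1 (adjusted p = 0.054), TRF2dBdM replicate 1 (0.0569) or TRF2dBdM replicate 3 (0.0573). It also ended with only the 6 arrays of the comparison (0.051) and with the 4 arrays numbered 1 left out (0.166). The fibroblast call ended without vector replicate 3 (adjusted p = 0.103) or TRF2dBdM replicate 1 (adjusted p = 0.0968) and under 4 of the 16 other alternatives (range 0.0017 to 0.168), and the call of E proteins ended with the 4 arrays numbered 1 left out (adjusted p = 0.0615, range 2.89e-04 to 0.0615). Beside these, 0 of 10 epithelial and 0 of 7 endothelial markers passed the test, 1 of 6 leukocyte markers was lower (CD68, which fell by 0.48 ± 0.05), and 2 of 4 pericyte markers were higher (RGS5 by 0.51 ± 0.09 and MCAM by 0.41 ± 0.08). None of the 4 lists of other cell types passed camera (adjusted p = 0.758, 0.62, 0.252 and 0.0543, in that order). Pericyte markers passed without vector replicate 2 (adjusted p = 0.0442), TRF2dBdM replicate 1 (0.0449), young replicate 2 (0.0475), old replicate 1 (0.0441) or old replicate 3 (0.0278), and under 3 of the 16 other alternatives (range 0.00881 to 0.483).

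XPO7, the exportin at the centre of the study, was 11.01 ± 0.01 in vector and 11.13 ± 0.04 in TRF2dBdM cells, a difference that did not pass the test (adjusted p = 0.124). It passed with each array centred on its median (adjusted p = 0.0402) and with an intensity trend and robust estimation (adjusted p = 0.0436), with a range of 0.0402 to 0.282 over the alternatives. Its paralog RANBP17 was higher by 0.38 ± 0.07 (adjusted p = 0.00122). CDKN2A, which encodes p16 and p14ARF, differed by -0.06 ± 0.07 (adjusted p = 0.631).

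**Figure D1:**
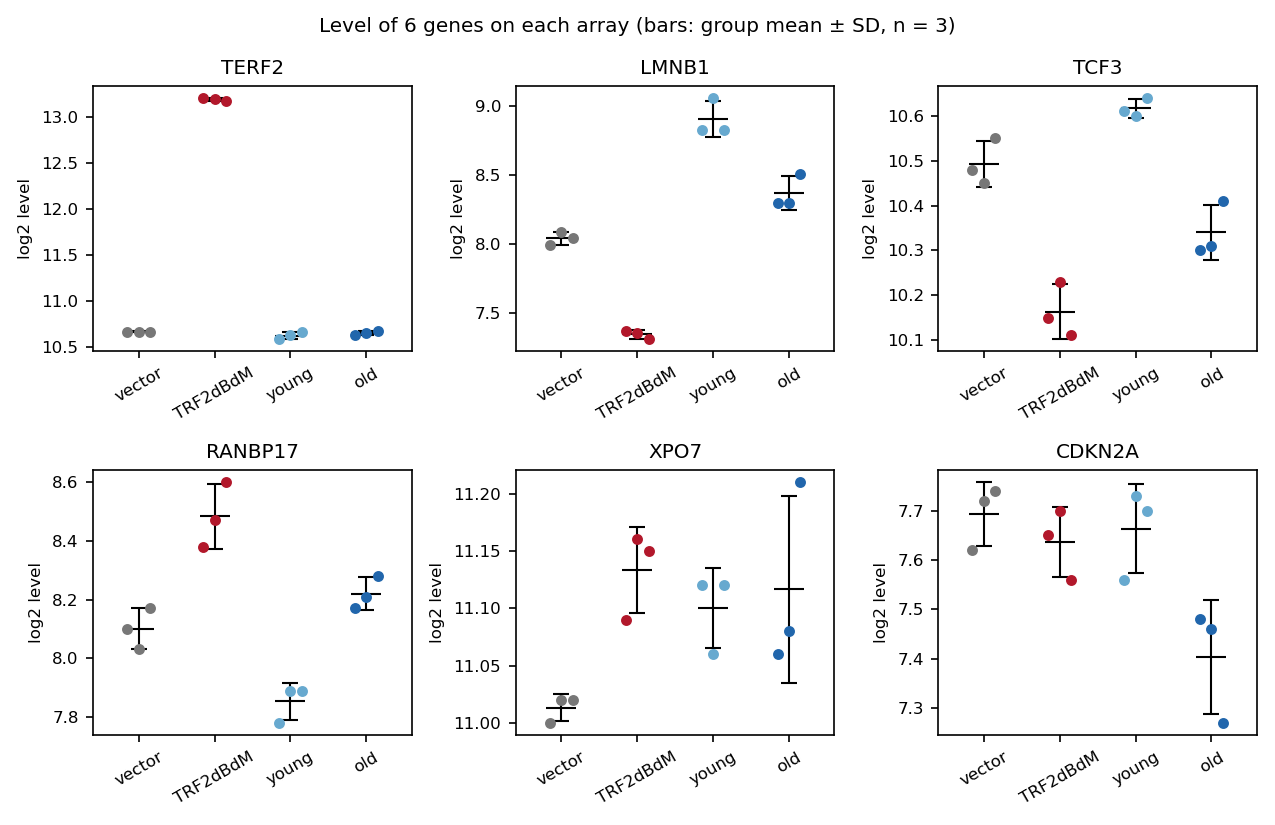
Log2 level (vertical axis) of 6 genes on each array, by group (horizontal axis). Points are single arrays and bars the group mean ± SD (n = 3). TERF2 stands at 13.19 in TRF2dBdM cells and between 10.63 and 10.67 in the other groups, and LMNB1 is lower in TRF2dBdM than vector cells and in old than young cells.

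Beyond these lists, the largest increases with TRF2dBdM were in ANKRD1, an ankyrin repeat protein of stressed muscle and fibroblasts, from 7.23 ± 0.10 to 9.93 ± 0.02 (6.53-fold), SRGN, the core of serglycin proteoglycans, from 8.73 ± 0.10 to 10.82 ± 0.04, and ENPP4, PSG1 and PURPL, which were higher by 1.96 ± 0.07, 1.93 ± 0.13 and 1.75 ± 0.14. PURPL is a p53-regulated long noncoding RNA. The precursors MIR612 and MIR544A were higher by 2.12 ± 0.31 and 1.76 ± 0.32. The largest decreases were in CEMIP, which takes part in hyaluronan breakdown (fell by 2.05 ± 0.06), FGF10, a growth factor of the developing lung (fell by 2.05 ± 0.11), FRZB, a secreted Wnt antagonist (fell by 2.03 ± 0.10), CXCL10, OLFML2A, VAT1L, RASSF2 and the adhesion molecule VCAM1 (fell by 1.63 ± 0.07). Limma adjusted p for these genes was 0.00192 or lower.

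The lists described next did not pass camera in this comparison. Telomere proteins had 3 of 11 members higher, with TERF2 far above the rest (adjusted p = 0.283), and the list passed with fgsea (adjusted p = 0.0015) and fry (adjusted p = 3.35e-05), with a range of 3.35e-05 to 0.527 over the alternatives. Nuclear transport receptors had 5 higher and 3 lower of 22 (adjusted p = 0.353), with IPO9 and IPO4 lower by -0.28 ± 0.05 and -0.25 ± 0.05. DNA damage response genes had 3 higher and 7 lower of 17 (adjusted p = 0.64), with ATR higher by 0.56 ± 0.07 and BRIP1 lower by -0.56 ± 0.07. Lysosome genes had 5 higher and 4 lower of 16 (adjusted p = 0.968), with CTSS lower by -1.32 ± 0.11. Matrix genes had 4 higher and 3 lower of 12 (adjusted p = 0.968), with TNC and BGN lower by -1.04 ± 0.05 and -1.02 ± 0.06. Contractile genes had 4 higher and 2 lower of 10 (adjusted p = 0.311), hypoxia genes 3 and 0 of 9 (adjusted p = 0.304), cholesterol synthesis genes 1 and 2 of 16 (adjusted p = 0.968), the unfolded protein response 1 and 1 of 10 (adjusted p = 0.968), NRF2 targets 2 and 2 of 7 (adjusted p = 0.968) and CDK inhibitors and pocket proteins 1 and 1 of 4 (adjusted p = 0.62). For matrix, lysosome, cholesterol synthesis and NRF2 genes the median, the mean and the test differed in sign.

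The second comparison asked how cells grown to late passage differed from young cells. By camera, mitosis, cholesterol synthesis and DNA replication genes shifted down, with 21 of 31, 8 of 16 and 9 of 24 members lower, and lysosome, contractile and interferon-stimulated genes shifted up, with 7 of 16, 6 of 10 and 9 of 23 members higher. With an estimated correlation 0 lists passed in old cells (adjusted p from 0.184 to 0.255 for these lists). In all 1560 genes were higher and 1654 lower in old cells, and 111 and 115 of them changed by at least 1 log2. With each array centred on its median the balance turned, to 1942 higher and 1386 lower. TERF2 was 10.63 ± 0.04 in young and 10.65 ± 0.03 in old cells.

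Mitosis genes fell in 21 of 31 measured members, with 10 not passing the test (23 adjusted over the list alone; median -0.30, camera adjusted p = 2.15e-09, and adjusted p = 0.184 with an estimated correlation). MKI67, the proliferation marker, fell by 0.58 ± 0.07, BUB1, a checkpoint kinase, by 0.54 ± 0.08 and FOXM1, a transcription factor of mitotic genes, by 0.53 ± 0.05. DNA replication genes fell in 9 of 24, with 15 not passing the test (11 adjusted over the list alone; camera adjusted p = 0.00329, and adjusted p = 0.255 with an estimated correlation), among them MCM7 (fell by 0.45 ± 0.08) and MCM6 (fell by 0.35 ± 0.07). Chromatin proteins fell in 8 of 15 (8 adjusted over the list alone; camera adjusted p = 4.88e-05, and adjusted p = 0.184 with an estimated correlation). EZH2, the H3K27 methyltransferase, fell by 0.73 ± 0.07, and LMNB1 went from 8.91 ± 0.13 to 8.37 ± 0.12 (adjusted p = 2.20e-04).

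Cholesterol synthesis genes fell in 8 of 16 measured members of 24 (10 adjusted over the list alone), with a median of -0.20 (camera adjusted p = 2.48e-05, and adjusted p = 0.184 with an estimated correlation). INSIG1, a sterol sensor, fell by 0.89 ± 0.06, STARD4, a sterol carrier, by 0.57 ± 0.06 and HMGCS1, an enzyme of the mevalonate pathway, by 0.53 ± 0.06. Lysosome genes rose in 7 of 16 measured members of 31 (10 higher and 1 lower adjusted over the list alone; camera adjusted p = 7.92e-04, and adjusted p = 0.184 with an estimated correlation), led by ASAH1, acid ceramidase, at 0.51 ± 0.05 and CTSK, cathepsin K, at 0.50 ± 0.06. Contractile genes rose in 6 of 10 (6 adjusted over the list alone; camera adjusted p = 0.012, and adjusted p = 0.184 with an estimated correlation), with LMOD1 higher by 0.63 ± 0.07 and SYNPO2 by 0.54 ± 0.12.

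Interferon-stimulated genes rose in 9 of 23 members, 0 fell and 14 did not pass the test (10 adjusted over the list alone; median 0.11, camera adjusted p = 0.00887, and adjusted p = 0.255 with an estimated correlation). XAF1 rose by 0.92 ± 0.10, CXCL10 by 0.74 ± 0.15 and BST2 by 0.58 ± 0.12. SASP proteases and growth factors rose in 10 of 24 measured members and fell in 5 (10 and 5 adjusted over the list alone; camera adjusted p = 0.022, and adjusted p = 0.184 with an estimated correlation). BMP2 rose by 2.23 ± 0.06 and IGFBP7 by 1.59 ± 0.08, whereas MMP1, an interstitial collagenase, fell by 1.10 ± 0.05. Inflammatory SASP genes went both ways, with 5 higher and 3 lower of 19 (camera adjusted p = 0.802), CXCL12 lower by -1.02 ± 0.07 and CSF1 higher by 0.62 ± 0.07. Members of the unfolded protein response rose in 3 of 10 (3 adjusted over the list alone; camera adjusted p = 0.022, and adjusted p = 0.184 with an estimated correlation), with ASNS, asparagine synthetase, at 0.46 ± 0.06. E proteins fell in 2 of 3 (2 adjusted over the list alone; camera adjusted p = 0.0276, and adjusted p = 0.255 with an estimated correlation), with TCF12 lower by -0.35 ± 0.06 and TCF3 going from 10.62 ± 0.02 to 10.34 ± 0.06 (limma adjusted p = 0.00227, and 0.0505 with the 4 arrays numbered 1 left out, range 1.48e-04 to 0.0505).

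Among markers of other cell types, pericyte markers rose in 2 of 4 (3 adjusted over the list alone; camera adjusted p = 0.00985, and adjusted p = 0.213 with an estimated correlation), with MCAM at 0.90 ± 0.08 and NOTCH3 at 0.31 ± 0.06. Epithelial markers fell in 4 of 10 (4 adjusted over the list alone; camera adjusted p = 0.0317, and adjusted p = 0.184 with an estimated correlation), among them the keratins KRT18 (fell by 0.94 ± 0.05) and KRT19 (fell by 0.87 ± 0.10). Of endothelial markers 1 of 7 was higher (KDR, 0.73 ± 0.11, camera adjusted p = 0.751), and of leukocyte markers 1 of 6 was higher and 1 lower (camera adjusted p = 0.934). Without old replicate 1 the calls of E proteins and of the unfolded protein response (both adjusted p = 0.0543) and of epithelial markers (adjusted p = 0.0502) ended, and the last also ended without young replicate 1 (adjusted p = 0.0506). Of the 16 other alternatives, 5 ended the call of epithelial markers (adjusted p from 7.43e-06 to 0.0679), 4 that of SASP proteases and growth factors (7.43e-06 to 0.0966), 3 that of E proteins (6.44e-04 to 0.309), 3 that of the unfolded protein response (0.00114 to 0.0638), 2 that of pericyte markers (6.35e-04 to 0.22), 1 that of interferon-stimulated genes (0.00108 to 0.0638) and 1 that of contractile genes (2.55e-04 to 0.0638).

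**Figure D2:**
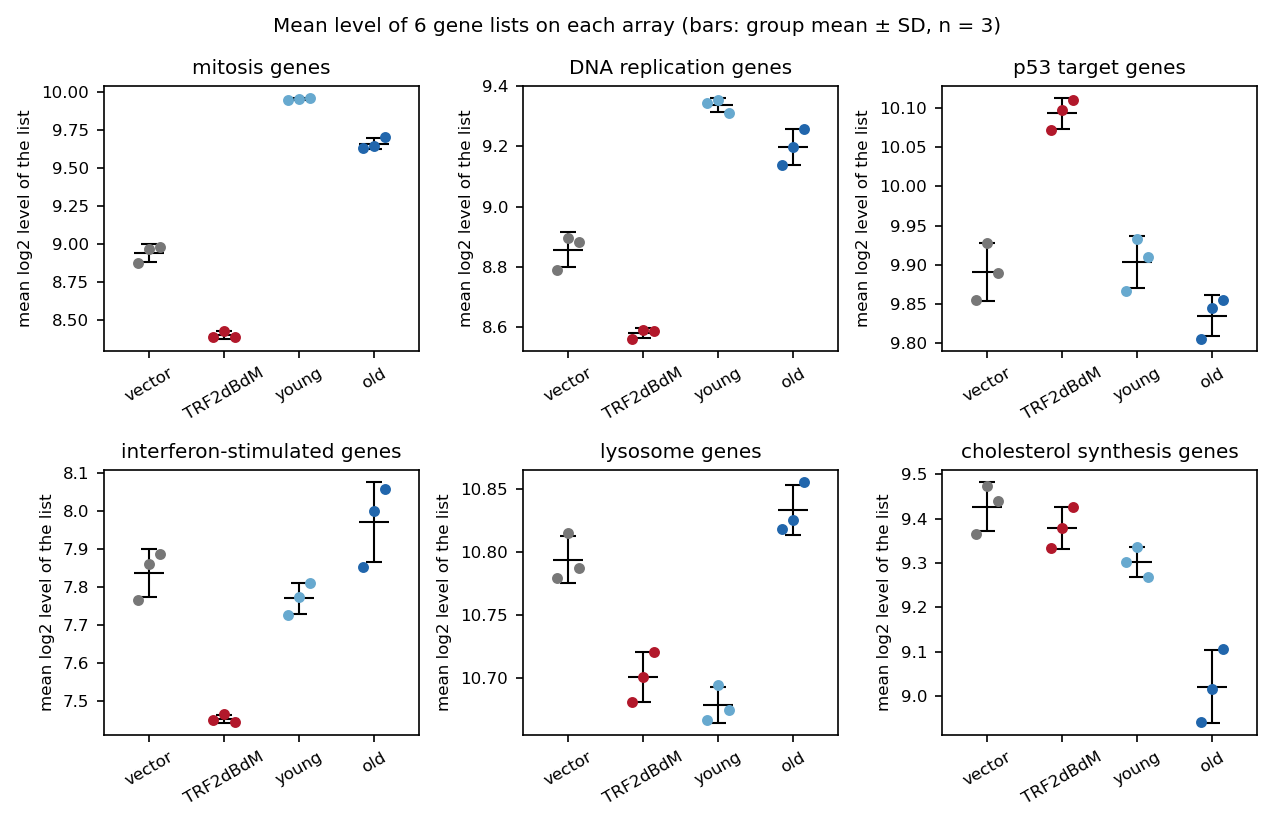
Mean log2 level of the measured members of 6 gene lists (vertical axis) on each array, by group (horizontal axis). Points are single arrays and bars the group mean ± SD (n = 3). Mitosis genes are lower in TRF2dBdM (8.40) than vector cells (8.94) and in old (9.66) than young cells (9.95), and interferon-stimulated genes are lowest in TRF2dBdM cells (7.45).

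The lists described next did not pass camera in old cells. Targets of p53 had 8 members higher and 7 lower of 23 (adjusted p = 0.916). EDA2R, a receptor of the tumour necrosis factor family, fell by 1.92 ± 0.07, PLK2 fell by 0.61 ± 0.06 and GDF15 rose by 0.51 ± 0.06. Fibroblast identity genes had 3 higher and 5 lower of 12 (adjusted p = 0.0633), with the lung mesenchyme factor TBX4 lower by -2.11 ± 0.11 and TCF21 higher by 1.27 ± 0.08. That list passed without old replicate 2 (adjusted p = 0.047) and under 3 of the 16 other alternatives (range 0.00165 to 0.443). Matrix genes had 5 higher and 1 lower of 12 (adjusted p = 0.164), with THBS2 lower by -3.25 ± 0.06 and FBN2, fibrillin 2, higher by 1.78 ± 0.06. Nuclear transport receptors had 3 higher and 3 lower of 22 (adjusted p = 0.364), with RANBP17 higher by 0.37 ± 0.07 and XPO7 at 0.02 ± 0.05 (limma adjusted p = 0.867). Hypoxia genes had 3 higher and 1 lower of 9 (adjusted p = 0.304), with hexokinase 2, HK2, higher by 1.40 ± 0.09. DNA damage response genes had 0 higher and 2 lower of 17 (adjusted p = 0.358), NRF2 targets 4 and 2 of 7 (adjusted p = 0.362) and telomere proteins 1 and 0 of 11 (adjusted p = 0.934). CDK inhibitors and pocket proteins had 1 and 1 of 4 (adjusted p = 0.934). CDKN2A was 7.66 ± 0.09 in young and 7.40 ± 0.12 in old cells (adjusted p = 0.0205), a call that ended without young replicate 2 (adjusted p = 0.0825), young replicate 3 (adjusted p = 0.0697) or old replicate 3 (adjusted p = 0.0795), with only the 6 arrays of the comparison (0.0567) and with every probe set tested (0.0605), with a range of 0.00775 to 0.0825 over the alternatives. The CDKN2A values, here and with TRF2dBdM, are RNA levels of a gene that also encodes p14ARF. The paper reports induction of p16 by immunofluorescence in TRF2dBdM cells and in replicative senescence. For inflammatory SASP, matrix and leukocyte genes the median, the mean and the test differed in sign.

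The largest increases in old cells were in WFDC1, a secreted WAP-domain protein, from 8.66 ± 0.10 to 12.41 ± 0.04 (13.5-fold), HSD17B2, which oxidises sex steroids, from 7.84 ± 0.12 to 11.47 ± 0.06 (12.4-fold), and A2M, a broad protease inhibitor, from 7.88 ± 0.02 to 11.13 ± 0.12. TMEM156, LINC02893, PARM1, GFRA1 and LRRN3 were higher by 2.50 ± 0.10, 2.43 ± 0.09, 2.39 ± 0.08, 2.39 ± 0.05 and 2.38 ± 0.07. The largest decreases were in NNAT, neuronatin, from 12.06 ± 0.06 to 7.43 ± 0.12 (24.7-fold), DOK5, an adapter of receptor tyrosine kinases, from 10.64 ± 0.12 to 6.71 ± 0.19, MAB21L2 (fell by 3.44 ± 0.21), THBS2, the desmosomal cadherin DSG2 (fell by 2.89 ± 0.09), EPB41L3, PLPPR5 and CRABP2, a retinoic acid carrier (fell by 2.77 ± 0.09). Limma adjusted p for these genes was 2.10e-07 or lower.

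The third comparison asked how far the 2 forms of senescence shared their changes. Of the genes called in both comparisons, 575 were higher in both and 576 lower in both, where independent lists would share 187.4 and 171.5. Another 171 were higher with TRF2dBdM and lower in old cells, and 162 the reverse, against 198.7 and 161.7 for independent lists. Thus 77.6% of 1484 shared calls had the same direction. The values for independent lists do not allow for the residual spread that both comparisons share. Across genes, which are not independent replicates, the changes correlated at 0.234 (Pearson) and 0.228 (Spearman). Of 100 splits of the arrays within each experiment, 6, the real one included, gave a Pearson correlation as large, with 0.285 in the highest other. Splits that mix the groups keep part of the true group differences, and a correlation does not depend on their size. The splits therefore cannot decide on chance for the correlation, and chance is not excluded. ANKRD1, PSG1 and PURPL rose in both (1.69 ± 0.09, 1.69 ± 0.13 and 1.86 ± 0.14 in old cells), and FRZB, FGF10 and NNAT fell in both (-1.72 ± 0.10, -1.26 ± 0.11 and -4.63 ± 0.07 in old cells). With every probe set in the table the correlation was 0.0545.

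**Figure D3:**
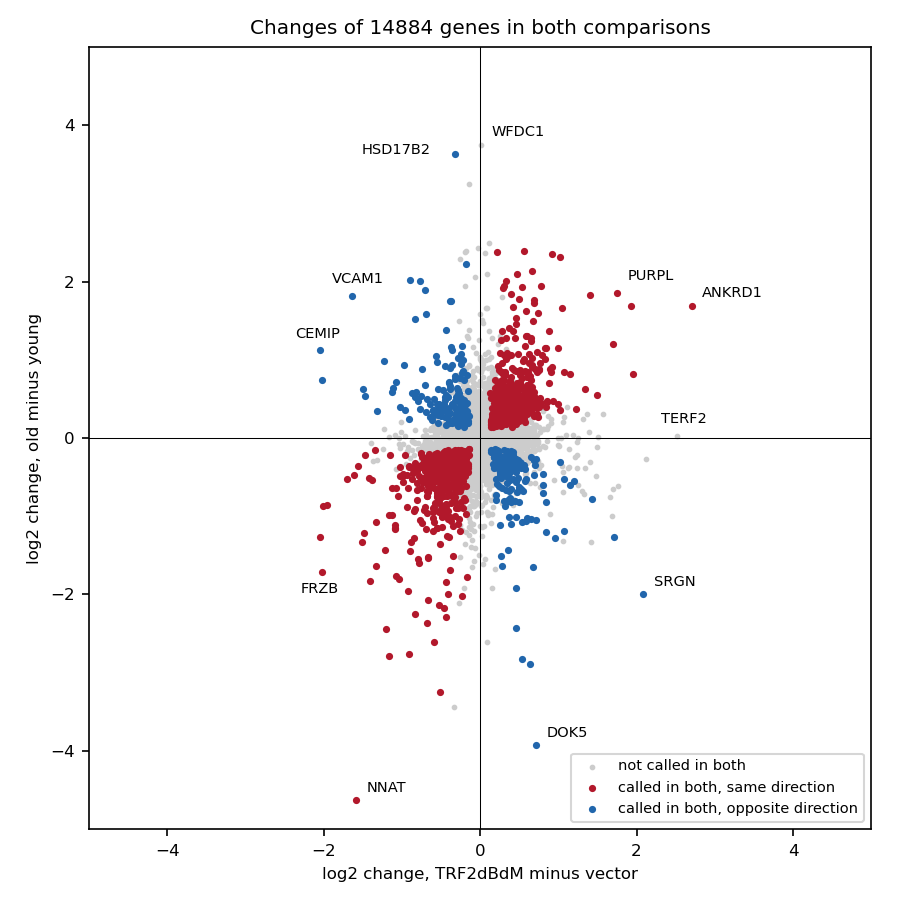
Log2 change of each of 14884 genes with TRF2dBdM (horizontal axis) and in old cells (vertical axis). Genes called in both comparisons with the same direction are red (1151), those with opposite directions blue (333) and all others grey.

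The test of the difference of effects called 1240 genes more positive and 1098 more negative with TRF2dBdM than with late passage. By camera the change was more negative with TRF2dBdM than in old cells for interferon-stimulated genes (Down, adjusted p = 1.87e-07), mitosis genes (Down, adjusted p = 1.51e-05) and lysosome genes (Down, adjusted p = 0.00495). It was more positive for p53 targets (Up, adjusted p = 1.99e-04) and cholesterol synthesis genes (Up, adjusted p = 5.24e-04). With an estimated correlation the adjusted p of these lists was 0.27, 0.32, 0.296, 0.32 and 0.33, in that order. In TRF2dBdM against vector cells, lysosome and cholesterol synthesis genes did not pass camera (adjusted p = 0.968 for both). Both lists were higher in vector than in young cells (camera adjusted p = 0.00869 and 0.0124, and 0.139 and 0.451 with an estimated correlation). How far that level enters their differences was not tested. DNA replication genes did not pass in the difference of effects (Down, adjusted p = 0.113). They passed without vector replicate 1 (0.0274) or old replicate 1 (0.0391) and under 3 of the 15 other alternatives (range 0.0123 to 0.228). Other lists that passed only under alternatives included SASP proteases and growth factors (3 of 15, range 6.95e-05 to 0.288), telomere proteins (2, 1.38e-04 to 0.351) and epithelial markers (2, 1.38e-04 to 0.288). SRGN rose with TRF2dBdM by 2.09 ± 0.10 and in old cells fell by 2.00 ± 0.10, while VCAM1, CEMIP and CYTL1, which fell with TRF2dBdM by 1.63 ± 0.07, 2.05 ± 0.06 and 0.90 ± 0.09, rose in old cells by 1.82 ± 0.07, 1.12 ± 0.06 and 2.02 ± 0.09. WFDC1 and A2M changed in old cells and had log2 changes of 0.02 ± 0.07 and -0.15 ± 0.07 with TRF2dBdM. The difference of effects did not pass the test for LMNB1 (limma adjusted p = 0.367), TCF3 (adjusted p = 0.703), RANBP17 (adjusted p = 0.936) or XPO7 (adjusted p = 0.401).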

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

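Both tests of microRNA probe sets and the test of the array axis on interferon-stimulated genes were chosen only after the results had been seen, as was projecting out the array axis, and both axis tests that use this projection were decided by bounds widened after its result was known.

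The effects of TRF2dBdM and of late passage differed, by the limma contrast of both, in 1240 genes that moved more positively with TRF2dBdM and 1098 that moved more negatively. The largest positive differences were in DOK5 (4.65 log2), SRGN (4.08), DSG2 (3.53), EPB41L3 (3.36), MAB21L2 (3.11) and NNAT (3.04). The largest negative ones were in HSD17B2 (-3.94), WFDC1 (-3.74), VCAM1 (-3.45), A2M (-3.40), CEMIP (-3.17) and CYTL1 (-2.92). The experiments also differed in passage, construct and doxycycline, so the kind of senescence and the experiment are confounded. By camera the effects differed for interferon-stimulated genes (adjusted p = 1.87e-07), mitosis genes (1.51e-05), p53 targets (1.99e-04), cholesterol synthesis genes (5.24e-04) and lysosome genes (0.00495). With an estimated correlation all 5 of these calls were lost (adjusted p = 0.27, 0.32, 0.32, 0.33 and 0.296, in that order). Among the 100 splits drawn of the arrays within each experiment, 1, the real one, called as many genes (2338, with 1049 in the highest other). Splits that mix the groups place true group differences in the residual spread, which lowers their counts. The splits therefore cannot exclude chance for the number of genes, and no such count was made for the lists.

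Interferon-stimulated genes were lower in TRF2dBdM than in vector cells and higher in old than in young cells by camera at its preset correlation. All camera values of this paragraph use that correlation unless said otherwise. With an estimated correlation both calls were lost (adjusted p = 0.174 and 0.255), as was the call in the difference of effects (adjusted p = 0.27). A raised baseline in the vector cells as the whole cause is argued against by the members' lower level in TRF2dBdM than in young cells (median -0.20, 95% bootstrap interval over members -0.57 to -0.06). That interval resamples members, which are not independent, and does not measure the spread between arrays. TRF2dBdM and young cells also differ in construct, doxycycline and passage, so a raised baseline is not excluded as the whole cause. It stays open as a part too, since the list lay higher in vector than in young cells without passing (camera adjusted p = 0.253, and 0.614 with an estimated correlation). The list passed under 1 of 14 alternatives, the array axis projected out (adjusted p = 0.0474, range 0.0474 to 0.569), which overstates calls. Noise of dim probe sets is argued against as the whole cause by the brighter members, with mean levels above the median gene, which passed camera in the difference of effects at the preset correlation (adjusted p = 9.30e-06 over the lists) and were not tested with an estimated one. The array axis, along which arrays of one group differ, was left undecided by the bounds first set (r = -0.398 between axis loading and difference across members, permutation p = 0.0561), and is argued against as the whole cause only by the later test, in which the list's median difference of effects was -0.51 with the axis projected out, against -0.39 before (adjusted p = 1.20e-08, which is too small because projecting shrinks the residual spread with the degrees of freedom unchanged, and was not recomputed with an estimated correlation). What stays open, untested, is a biological difference between the forms of senescence, with which construct, doxycycline and passage are confounded.

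Of the 116 genes that changed by at least 1 log2 with TRF2dBdM, 18 were microRNA precursor probe sets. Removing the array axis ended 23.5% of the called microRNA changes (19 of 81), which lay between the bounds first set (10% and 50%) and decided nothing. The axis is argued against as the whole cause only by the later test, in which 13 microRNA probe sets, against 18 before, changed by at least 1 log2 with it projected out. A larger spread between arrays is a candidate cause that was not settled. The median residual SD was 0.163 for microRNA probe sets and 0.0854 for protein-coding genes. Of the microRNA probe sets 7.56% passed the threshold, against 8.86% to 12.4% (95% range) of random sets of other genes matched on level. That share counts changes of any size and falls with a larger spread by itself, so it cannot decide on the large changes. What stays open is a true change in single precursors, and no biological explanation was tested for them.

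As a list, mitosis genes shifted lower with TRF2dBdM than with late passage (median difference of effects -0.26), with 11 of 31 members called lower and 1 higher, and the call was lost with an estimated correlation (adjusted p = 0.32). Axis loading and difference correlated at 0.0279 across the 31 members (permutation p = 0.881). This cannot decide on the array axis, since members that load alike on it would shift together without such a correlation. The mean projection on the axis was 6.73 higher in TRF2dBdM than in vector arrays, and 0.25 higher in old than in young arrays. The 2 falls also began at different levels, since mitosis genes averaged 8.94 in vector and 9.95 in young cells (median difference -1.08, 31 of 31 members lower). No biological explanation was tested, and the array axis, the lower level in the vector cells, construct, doxycycline and passage stay open.

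Probe sets with no gene named, 37519 in all, also changed. With TRF2dBdM 1696 were higher and 1002 lower, and in old cells 1232 were higher and 1308 lower (limma, all probe sets in one fit).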

How the results depend on the processing

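Leaving out the 4 arrays numbered 1 together, testing protein-coding genes only and projecting out the array axis were alternatives chosen after seeing the data. For TRF2dBdM versus vector, old versus young and the difference of effects, no alternative at the level of genes moved the median log2 change of all genes by over 0.1. RMA holds this median near 0 in advance, so this does not show that the calls are stable. Centring each array on its median changed old versus young from 1560 higher and 1654 lower to 1942 and 1386.

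Every probe set tested gave 2977 higher for TRF2dBdM versus vector, 2417 higher for old versus young, 2141 more positive in the difference of effects and 13 lists for vector versus young, with more features tested. The correlation of effects was then 0.0545, and the cause of that fall was not tested. An adjusted p below 0.01 gave 1052 higher and 933 lower (TRF2dBdM), 1021 and 998 (old), 643 and 619 (difference), 559 and 725 (vector versus young), 665 shared calls in the same direction and 152 in opposite directions, and 5 lists (TRF2dBdM) and 7 lists (old), by its construction. With the first array of every group left out, which leaves fewer samples, 1140 were higher with TRF2dBdM, 755 more positive in the difference, 547 and 758 higher and lower in vector versus young, 733 and 216 shared in the same and in opposite directions, and 5 lists passed for TRF2dBdM. With the array axis projected out, 1702 were more negative in the difference, 1661 higher in vector versus young and 561 shared in opposite directions; projecting shrinks the residual spread with the degrees of freedom unchanged, so these counts are overstated. The correlation of effects was 0.2716 with the 25th and 0.2887 with the 50th percentile filter and 0.2743 for protein-coding genes only; the cause was not tested. The 50th percentile filter left 6 lists in old cells, with fewer genes tested. Camera with an estimated correlation left 1 list (TRF2dBdM), 0 (old), 0 (difference) and 3 (vector versus young), since it widens the null. Fry, which compares no list with other genes, gave 13 lists (TRF2dBdM), 14 (difference) and 14 (vector versus young), and turned the extracellular matrix list to Down with TRF2dBdM (adjusted p = 0.00407, median 0.003333).

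Leaving out each array in turn gave, for TRF2dBdM, 1255 to 1803 higher, 1170 to 1611 lower and 7 to 9 lists, for old, 1243 to 1594, 1252 to 1699 and 9 to 13, for the difference, 926 to 1184, 884 to 1099 and 5 to 6, and for vector versus young, 715 to 1090, 866 to 1328 and 8 to 9. The correlation of effects lay between 0.2106 and 0.2541, and shared calls between 939 and 1082 (same direction) and 237 and 307 (opposite). Of 174 results of named genes, 23 lost their call under at least 1 setting at the 0.05 threshold.

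The labels do not say that replicate numbers pair the arrays, and the numbers were not taken as pairs because not every pair correlated above 0.1. Deviations of equal numbers correlated at 0.376, -0.0255 and -0.0577 for vector and TRF2dBdM and at 0.272, 0.0255 and 0.121 for young and old, and not every array correlated best with its own number. The 4 arrays numbered 1 did deviate together from their group means (correlations of 0.227 to 0.376 across the groups), so a shared handling of these arrays stays open. With a replicate block the counts were 1765 and 1555 (TRF2dBdM), 1559 and 1630 (old) and 1236 and 1073 (difference), with 2978 of 3331, 2902 of 3214 and 2020 of 2338 called genes shared. The array number and the lack of detection calls limit what can be said of dim probe sets.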

Other observations

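The control groups differed from each other. Vector cells, at passage 12 with doxycycline, had 1024 genes higher and 1291 lower than young cells at passage 10 (limma adjusted p below 0.05). Mitosis genes were lower in 31 of 31 members (median -1.08, camera adjusted p = 5.67e-47, and adjusted p = 0.00315 with an estimated correlation), DNA replication genes in 20 of 24 (adjusted p = 1.57e-17, and 0.0269 with an estimated correlation) and chromatin proteins of cycling cells in 13 of 15 (adjusted p = 3.93e-14, and 0.0434). Mitosis genes averaged 8.94 ± 0.06 (SD, n = 3) in vector and 9.66 ± 0.04 (SD, n = 3) in old cells, so that on every array the old cells, at passage 24, lay above the vector cells. Among the largest differences, chosen after their values were seen, EDN1, which encodes endothelin 1, and CLDN1, a tight junction protein, were higher in vector cells by 2.24 ± 0.08 and 1.76 ± 0.05 (SE), and MKI67 and FOXM1 were lower by -1.49 ± 0.07 and -1.45 ± 0.05. Vector, doxycycline, medium and passage differ together between these groups. The other lists past the threshold were fibroblast identity genes (5 of 12 lower, adjusted p = 1.62e-04, and 0.139 with an estimated correlation), DNA damage response genes (4 of 17 lower, 0.00314, and 0.33), NRF2 targets (3 of 7 lower, 0.0077, and 0.0929), lysosome genes (6 higher and 1 lower of 16, 0.00869, and 0.139) and cholesterol synthesis genes (2 of 16 higher, 0.0124, and 0.451). Of 14 other alternatives, 1 each ended the calls of DNA damage response genes (50th percentile filter, adjusted p = 0.19, range 3.94e-04 to 0.19), NRF2 targets (fgsea, 0.111, range 5.03e-05 to 0.111) and lysosome genes (fgsea, 0.0613, range 1.04e-04 to 0.0613). Some lists passed only under alternatives. These were SASP proteases and growth factors (5 of 14, range 7.52e-04 to 0.177), E proteins (4, 0.00398 to 0.398) and matrix genes (3, 2.63e-04 to 0.189). Inflammatory SASP (0.001 to 0.224) and telomere proteins (0.0236 to 0.2) passed under 2, and interferon-stimulated genes and epithelial markers under 1. Matrix genes also passed without young replicate 3 (0.0429), and inflammatory SASP without young replicate 1 (0.0395).

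By class of transcript, 25.3% of 11916 protein-coding genes, 12.1% of 1398 long noncoding RNAs and 7.56% of 1072 microRNA precursors passed the threshold with TRF2dBdM, and 24.5%, 11.7% and 6.16% in old cells. Their median levels were 8.3, 6.65 and 5.68.

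With 3 arrays against 3 there are only 10 splits, too few for a share under 0.05. For TRF2dBdM versus vector 1 of the 10 splits called as many genes (3331 in the real one, 1 in the highest other) and 2 called as many lists (8 in the real one, 8 in the highest other). For old versus young 1 split called as many genes (3214, and 0 in the highest other) and 1 as many lists (12, and 6 in the highest other). For vector versus young 1 split called as many genes (2315, and 0 in the highest other). Among 100 splits drawn of the arrays within each experiment, 6, the real one included, gave a correlation of effects as large as 0.234, with 0.285 in the highest other. Mixed splits keep part of the true group differences, whose size a correlation ignores. They therefore cannot decide on chance for the correlation, and chance is not excluded.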
